A study of Mus musculus with 4 samples.

How the data were processed

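The labels describe pancreatic tumours of KPPC mice that were minced, digested with collagenase and DNase, strained, and used for droplet-based single-cell RNA sequencing. Groups were taken from the sample titles: KPPC WT (1 library), Map3k7 floxed on both alleles (ff, 1 library) and Map3k7 floxed on one allele (fwt, 2 libraries numbered 1 and 2 as in their titles). Each library was deposited as a matrix of counts, in whole UMIs per gene and barcode with no normalization. Per the file headers, the counts of WT and fwt 1 were written by Cell Ranger 4, those of ff by Cell Ranger 6.1.1 and those of fwt 2 by Cell Ranger 7.1.0. The genome build, the annotation and whether intronic reads were counted are not stated. Cell Ranger versions can differ in whether they count intronic reads, which raises genes with long introns, and this was examined through intron length. The same 32285 genes were listed in every matrix, and 32235 of their identifiers matched the GENCODE M21 annotation (GRCm38), from which gene positions, biotypes and intron lengths were taken.

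The matrices differed in kind. Those of WT and fwt 1 held every barcode, 704261 and 659717 columns. Those of ff and fwt 2 held 2761 and 11002 columns, none under 500 UMIs, and so had been filtered before deposit. The barcode list of fwt 1 had 2590 lines, which could not be matched to the columns of its matrix and were not used. Cells needed at least 500 genes, at least 1000 UMIs and under 20% mitochondrial UMIs. In WT and fwt 1 they also had to lie above the inflection of the barcode rank curve, which at 244 and 237 UMIs removed no further cell. Barcodes with at least 1000 UMIs numbered 13045 in WT, 1944 in ff, 3856 in fwt 1 and 9846 in fwt 2, and their median mitochondrial shares were 10.9%, 5.45%, 50.1% and 1.91%.

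Doublets were scored per library with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0 of 9868 WT, 12 of 1706 ff, 0 of 949 fwt 1 and 1 of 9210 fwt 2 cells, too few to have worked in the large libraries. After this was seen, the highest scores up to an expected 0.8% per 1000 cells were removed in its place: 779, 23, 7 and 679 cells. Counts were scaled to 10000 per cell, log-transformed, reduced to 2000 variable genes and 30 principal components, and clustered jointly over the libraries with the Leiden method (15 neighbours, resolution 1). Mitochondrial, haemoglobin, ribosomal RNA-overlapping and sex-linked genes were left out of the clustering. No batch correction was applied.

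Clusters were named from markers of 16 classes. These markers, the groups, the rules of comparison, the gene lists and the first set of alternatives were fixed before the data were examined. A cluster took the class with the largest share of its markers raised at least 2-fold and seen in at least 10% of cells. It stayed unnamed with fewer than 3 markers, with under 25% of the list, or when more markers of another class than of its own were among its 10 leading genes. This scoring was settled after cluster tables had been seen and before any gene comparison: an earlier score from the mean fold of the top 5 markers was replaced by the share of the list, its minimum was lowered from 30% to 25%, and haemoglobin genes were then left out. The lower minimum kept a cluster led by Chil3 and Ear2 in the macrophage- or monocyte-like class. The 4 unnamed clusters together held 12.0% of WT, 3.51% of ff, 13.3% of fwt 1 and 2.72% of fwt 2 cells. A cluster of cycling cells held 2.13%, 0.832%, 5.10% and 0.129% of these libraries, one led by Tff2 held 8.20%, 1.66%, 5.31% and 1.32%, one led by Cxcl13 held 0.847%, 0.951%, 1.49% and 0.281%, and one led by Zg16 held 0.869%, 0.0594%, 1.38% and 0.985%. The rebuilt names are not the authors' own. A cluster mostly of 1 library may reflect that library and not a cell type.

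For comparisons within a class, counts were summed over its cells in each library and expressed as CPM of all UMIs. The rule of change was a difference of at least 1 in log2 of CPM plus 10, in one direction in every pair, with at least 50 CPM in a library, and classes needed 50 cells in every library. Differences of low genes are understated on this scale. No test was run, since 2 of the 3 groups had 1 library. Named genes were the 5 highest and 5 lowest set apart in ff by their smallest difference. Mitochondrial, ribosomal protein, haemoglobin, immunoglobulin, sex-linked, predicted and marker genes, and the 50 most abundant genes of droplets without a cell, were counted but not named. The written rule closes with the members of the fixed gene lists without saying clearly whether they may be named. They were kept, a reading settled after the named genes had been seen, and the genes named under the other reading are given as well. T-cell receptor genes and the leading genes of the class's own clusters were added to this exclusion after the data were seen. Lists of immunosuppressive and inflammatory macrophage genes and of myofibroblastic, inflammatory and antigen-presenting fibroblast genes were summarised over members with at least 10 CPM. Lists meant for classes with too few ff cells were not evaluated there.

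The rule was tested on simulated data for ff in both classes, on 32285 genes with 200 changed 4-fold and Poisson noise only. The changed genes were drawn from those with at least 100 CPM over all libraries. The rule recovered 100% of them with 0 false calls in each class. A 4-fold change at that level lies far above the 2-fold limit, so sensitivity near the floor of 50 CPM was not shown. In 100 further simulations unchanged libraries were drawn with each gene's spread between fwt 1 and fwt 2. Droplets without a cell were taken as barcodes of WT and fwt 1 with at least 100 and under 500 UMIs. Alternatives in that first set were other cell filters, keeping doublets, resolution 2, clustering each library on its own, thinning cells to 1000 UMIs, TMM scaling with edgeR 4.0.16, a pseudocount of 1 CPM, a floor of 200 CPM and leaving out each fwt library in gene counts. Those added later were a total without mitochondrial and ribosomal RNA-overlapping genes, naming by markers alone, equal weights for clusters with at least 20 cells in every library, the doublet rule, and leaving out each fwt library in shares and Map3k7 levels. Analyses used Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, and R 4.3.3.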

Results

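Gene expression was measured in single cells of pancreatic tumours from KPPC mice, a mouse line that develops such tumours, by droplet sequencing in which each captured RNA molecule carries a unique molecular identifier (UMI). The 4 libraries fell into 3 groups by genotype: 1 library of KPPC mice without a floxed allele (WT), 1 library with both Map3k7 alleles floxed (ff) and 2 libraries with one allele floxed (fwt 1 and fwt 2). Map3k7 encodes the kinase TAK1, and a floxed allele carries recombinase target sites through which part of the gene can be removed in cells that express the recombinase. The matrices held 80850334 UMIs for WT, 9665164 for ff, 44989877 for fwt 1 and 77796382 for fwt 2. After filtering, 9089 WT, 1683 ff, 942 fwt 1 and 8531 fwt 2 cells were kept, with median depths of 3549, 4077, 5318 and 4478 UMIs per cell. With 1 library for WT and 1 for ff, no difference between genotypes has a replicate check, and no p-value was computed. Intervals are 95% exact intervals, binomial for shares and Poisson for summed counts, and cover counting error only. The fwt pair gave the only spread between mice. The software versions in the matrix headers also differed between libraries, and only WT and fwt 1 shared one. The version and the genotype could therefore not be told apart for ff.

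The floxed gene was examined first. Map3k7 (ENSMUSG00000028284) lies on the plus strand of chromosome 4, from position 31964097 to 32023467 in GRCm38, and is annotated as protein coding. Across all kept cells it reached 29.1 CPM (UMIs of a gene per 1000000 UMIs) in WT (95% interval 27.5 to 30.9, 1155 UMIs) and 27.6 CPM in ff (24.2 to 31.4, 236 UMIs). The values were 22.3 CPM in fwt 1 (19.2 to 25.8) and 16.7 CPM in fwt 2 (15.8 to 17.7), a mean of 19.5 ± 3.96 CPM (SD, n = 2). The intervals of WT and ff overlapped, so a lower total in ff was not detected. Cells without the recombinase keep the gene, and 7 of 1683 ff cells were epithelial-like. A loss limited to that class would hardly change this total at any depth. Summed counts per gene do not show whether a transcript lacks the floxed part. A pair of alternatives moved the ff level most, in opposite directions. Thinning cells to 1000 UMIs gave 22.6 CPM in ff, 30.04 CPM in WT and a fwt mean of 23.3 CPM. Leaving mitochondrial and ribosomal RNA-overlapping genes out of the total gave 32.7 CPM in both ff and WT and a fwt mean of 22.5 CPM. Under 10% mitochondrial UMIs ff stood at 27.2 CPM, above the 26.9 CPM of WT, with a fwt mean of 18.6 CPM. Whether ff lay below WT thus depended on the setting. In epithelial-like cells Map3k7 stood at 41.9 CPM in WT (36.7 to 47.6), 36.0 CPM in fwt 1 (23.7 to 52.3) and 11.8 CPM in fwt 2 (9.58 to 14.4). Of the 288 epithelial-like cells of fwt 2, 206 belonged to a cluster led by Apoa1, Rbp2 and Fabp2 that held 0 WT cells. Without it the level in fwt 2 was 25.2 CPM (18.9 to 32.9) and in fwt 1 38.7 CPM (25.03 to 57.1). The ff value of 14.2 CPM rested on 1 UMI and had an interval from 0.360 to 79.2 CPM, which includes the WT level. The unnamed clusters together stood at 8.55 CPM in ff (2.78 to 19.95, 5 UMIs) and 29.1 CPM in WT (25.2 to 33.3). They were at 19.4 CPM in fwt 1 and 12.1 CPM in fwt 2 (9.75 to 14.8). The cluster led by Tff2, with raised epithelial markers, gave 28 of these 59 ff cells and 745 of 1095 in WT. As the mix differed and ff had 5 UMIs, the level of this gene did not check the labelled genotype of ff. In macrophage- or monocyte-like cells the level was 31.8 CPM in ff (25.7 to 38.9) against 21.8 CPM in WT (19.7 to 23.9), and in fibroblast-like cells 27.1 CPM in ff (22.2 to 32.9) against 43.3 CPM in WT (34.6 to 53.6). The fibroblast-like values of fwt 1 and fwt 2, 25.9 and 27.2 CPM, lay close to that of ff, and the macrophage- or monocyte-like values, 21.1 and 16.6 CPM, lay below it.

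The cellular makeup of the tumours was compared next. Of 33 clusters, 29 were named by marker genes and 4 were left unnamed. Macrophage- or monocyte-like cells made up 50.9% of WT (interval 49.8 to 51.9), 36.4% of ff (34.1 to 38.7), 57.9% of fwt 1 (54.6 to 61.0) and 6.22% of fwt 2 (5.72 to 6.76). The ff share lay between those of the fwt pair, whose mean was 32.0% ± 36.5 (SD, n = 2), so the difference from WT was smaller than that spread. With each library clustered on its own the order of WT and ff reversed, at 29.6% in WT and 34.3% in ff. Fibroblast-like cells were 5.80% of WT (5.33 to 6.30) and 42.0% of ff (39.6 to 44.4), against 10.9% of fwt 1, 3.83% of fwt 2 and a fwt mean of 7.38% ± 5.02 (SD, n = 2). The ff share stood above those of the other 3 libraries by more than the spread of the fwt pair. Most of the ff fibroblast-like cells, 650 of 707, were in a cluster led by Dcn, C3 and Col3a1, while 236 of the 327 fwt 2 fibroblast-like cells were in a cluster that held 1 cell of the other 3 libraries together.

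Epithelial-like cells formed 8.66% of WT (8.09 to 9.26), 5.20% of fwt 1 (3.87 to 6.82), 3.38% of fwt 2 (3.00 to 3.78) and 0.416% of ff, where 7 of 1683 cells were found (0.167 to 0.855). The fwt mean was 4.29% ± 1.29 (SD, n = 2). Without the cluster led by Apoa1, Rbp2 and Fabp2 the shares were 8.66% in WT, 4.78% in fwt 1, 0.961% in fwt 2 and 0.297% in ff. Naming clusters by markers alone moved the epithelial share most, to 17.7% in WT, 2.14% in ff and a fwt mean of 8.79%, and the ff share stayed below those of the other groups. A further cluster with raised epithelial markers and leading stomach-type genes (Tff2, Tff1 and Gkn3) was left unnamed, and held 8.20% of WT, 1.66% of ff, 5.31% of fwt 1 and 1.32% of fwt 2 cells.

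The fwt pair differed in its lymphocytes. T- or NK-like cells were 3.72% of fwt 1 and 38.3% of fwt 2, and B-like cells 1.49% and 33.9%. In WT and ff the T- or NK-like share was 2.31% (2.01 to 2.64) and 2.08% (1.45 to 2.88), and the B-like share 2.17% (1.88 to 2.49) and 1.84% (1.25 to 2.60). The WT and ff intervals overlapped in both classes under these filters. With at least 1000 genes the T- or NK-like share was 0.343% in WT and 1.62% in ff and the B-like share 0.563% and 1.25%. Under 10% mitochondrial UMIs the T- or NK-like share was 0.654% and 2.18%, and the B-like share 0.583% and 1.97%. With each library clustered on its own no WT cluster was named B-like, since the one closest to that class had leading genes of another, while the ff share was 1.84%. Schwann-like cells were 2.67% of ff (1.96 to 3.56, 45 cells) and at most 0.106% of any other library. Pericyte- or smooth muscle-like cells were 6.17% of WT and 5.76% of ff, with overlapping intervals, and 0.329% ± 0.0152 (SD, n = 2) of fwt. The fwt values rest on 3 cells in fwt 1 and 29 in fwt 2. Their mean ranged from 0.164% with each library clustered on its own to 0.461% under 10% mitochondrial UMIs, beyond that SD. Acinar-like cells were 0.913% of WT and 0.238% of ff, and 0 of 8531 fwt 2 cells, which allows a share of up to 0.0432%. With at least 200 genes and 500 UMIs the order of WT and ff reversed, at 0.822% in WT and 1.77% in ff, and the fwt mean was 0.809%.

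**Figure D1:**
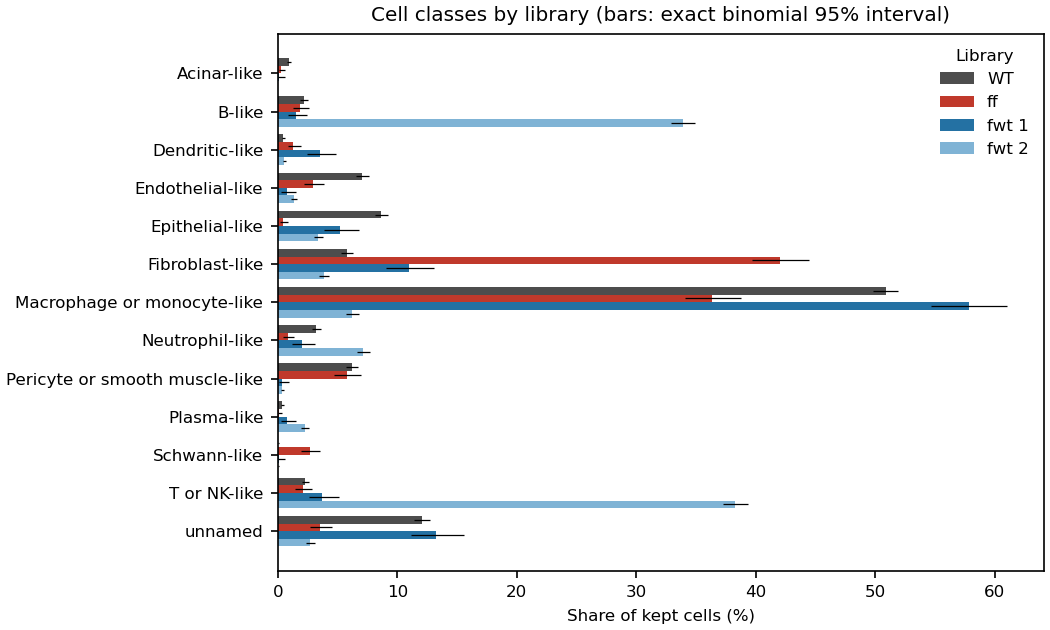
Share of kept cells (%, horizontal axis, starting at 0) in each marker-named class and in the unnamed clusters, with 1 bar per library and exact binomial 95% intervals as error bars. Fibroblast-like cells reach 42.0% in ff, and B-like and T- or NK-like cells reach 33.9% and 38.3% in fwt 2.

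Gene expression was then compared within classes that held at least 50 cells in every library. The macrophage- or monocyte-like class, with 531 to 4623 cells per library, and the fibroblast-like class, with 103 to 707, met this limit. The epithelial-like class did not, with 7 ff cells, and neither did the T- or NK-like and neutrophil-like classes, with 35 and 14 ff cells. A gene was counted as set apart in ff when its level, as log2 of CPM plus 10, differed at least 2-fold and in one direction from WT, fwt 1 and fwt 2 alike and reached 50 CPM in a library.

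In macrophage- or monocyte-like cells, 73 of 3565 genes were set apart in ff, 27 higher and 46 lower. The same rule applied to the other libraries in turn gave 42 genes for WT, 19 for fwt 1 and 188 for fwt 2, so the ff count did not stand out from those of single libraries. Simulated unchanged libraries with the spread of the fwt pair gave a mean of 60.2 such genes and at most 79 in 100 simulations. A floor of 200 CPM moved the count most, to 30 genes. Weighting clusters of the class equally gave 37 genes, of which 31 were among the 73. Clustering each library on its own gave 46 genes, 33 of them shared.

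Of the genes set apart, the 5 highest and 5 lowest by their smallest difference were named. Of these, Ccl4, Cxcl2 and Vegfa also belong to the gene lists fixed beforehand. With list genes left out, Hilpda (log2 -1.84 from WT), Prtn3 (-2.59) and Ass1 (-1.63) would take their place. With each library clustered on its own Hilpda was at -0.43, under the 2-fold limit, while Prtn3 was at -2.51 and Ass1 at -1.66. With clusters weighted equally the values were -1.06, -2.63 and -1.28. Higher in ff macrophage- or monocyte-like cells were Apoc1, Iigp1, Il18, Gbp4 and Fabp4. Free RNA could not be examined in ff, whose matrix held no droplets without a cell, so its part in these genes stays open. In WT and fwt 1, Iigp1 was higher in fibroblast-like cells (42.8 and 80.0 CPM) than in macrophage- or monocyte-like cells. Gbp4 was lower in those fibroblast-like cells (4.59 and 8.24 CPM). Apoc1 (ENSMUSG00000040564, GRCm38 chromosome 7, 19689481 to 19692660, minus strand) stood at 127 CPM in ff (interval 114 to 140), against 8.59 CPM in WT, 5.53 CPM in fwt 1 and 6.51 CPM in fwt 2. Iigp1 (ENSMUSG00000054072, chromosome 18, 60376027 to 60392634, plus strand) stood at 159 CPM in ff (145 to 174), with 3.50 CPM in WT, 16.8 CPM in fwt 1 and 8.57 CPM in fwt 2. The log2 differences of ff from WT were 2.88 for Apoc1, 3.65 for Iigp1, 2.18 for Il18, 2.44 for Gbp4 and 1.71 for Fabp4. Lower in ff were Ccl4, Cxcl3, Cxcl2, Vegfa and Gdf15. Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938, plus strand) fell to 86.3 CPM in ff (76.1 to 97.52), from 582 CPM in WT, and reached 2339 CPM in fwt 1 and 2552 CPM in fwt 2. Ccl4 (ENSMUSG00000018930, chromosome 11, 83662584 to 83664683, plus strand) was at 25.1 CPM in ff (19.7 to 31.5) and at 266 CPM in WT, 356 CPM in fwt 1 and 447 CPM in fwt 2. Cxcl3 rested on 1 UMI in ff (0.335 CPM, interval 0.00847 to 1.86), against 62.8 CPM in WT, and Gdf15 on 5 UMIs (1.67 CPM, 0.543 to 3.90), against 57.0 CPM. The log2 differences from WT were -2.98 for Ccl4, -2.82 for Cxcl3, -2.62 for Cxcl2, -2.45 for Vegfa and -2.52 for Gdf15. With each library clustered on its own these differences were smaller, at -1.79 for Ccl4, -1.004 for Cxcl3, -0.61 for Cxcl2, -1.68 for Vegfa and -1.47 for Gdf15, and Cxcl2 and Fabp4 no longer met the rule. With clusters weighted equally Cxcl2 was at -1.17 and Ccl4 at -1.69, and Gbp4 no longer met the rule.

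In fibroblast-like cells, 28 of 4682 genes were set apart in ff, 19 higher and 9 lower. This was the lowest count of the 4 libraries, as WT gave 90 genes, fwt 1 152 and fwt 2 813. Simulated unchanged libraries with the spread of the fwt pair gave a mean of 332 genes. Without fwt 1 the count was 109, 44 higher and 65 lower, so the larger part was then lower. Without fwt 2 it was 55, of which 58.2% were higher. Peg3, Ifitm1, Col6a6, H19 and Inmt were higher in ff. Peg3 (ENSMUSG00000002265, chromosome 7, 6703892 to 6730431, minus strand) stood at 754 CPM in ff (726 to 782), against 148 CPM in WT, 221 CPM in fwt 1 and 181 CPM in fwt 2. The long noncoding H19 stood at 926 CPM in ff and 340 CPM in WT, and the difference vanished (log2 -0.0025) when each library was clustered on its own. Cxcl2, Snhg11, Hsph1, Aldh1a2 and Rcan1 were lower in ff. Aldh1a2 (ENSMUSG00000013584, chromosome 9, 71215789 to 71296243, plus strand) stood at 73.9 CPM in ff (65.5 to 83.0), against 388 CPM in WT, 253 CPM in fwt 1 and 175 CPM in fwt 2. Cxcl2 rested on 4 UMIs in these ff cells, at 1.04 CPM (0.284 to 2.67), and was at 53.5 CPM in WT. At the median depth of droplets without a cell, free RNA would give 21.7% of the Cxcl2 CPM in WT and 47.2% in fwt 1 fibroblast-like cells. Of these 10 named genes, 6 met the rule with each library clustered on its own and 4 with clusters weighted equally. Equal weights again gave 28 genes in all, of which 12 were among the first 28. Cxcl2 no longer met it with at least 1000 genes, with the looser filter of 200 genes and 500 UMIs, under 10% mitochondrial UMIs or with clusters weighted equally.

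**Figure D2:**
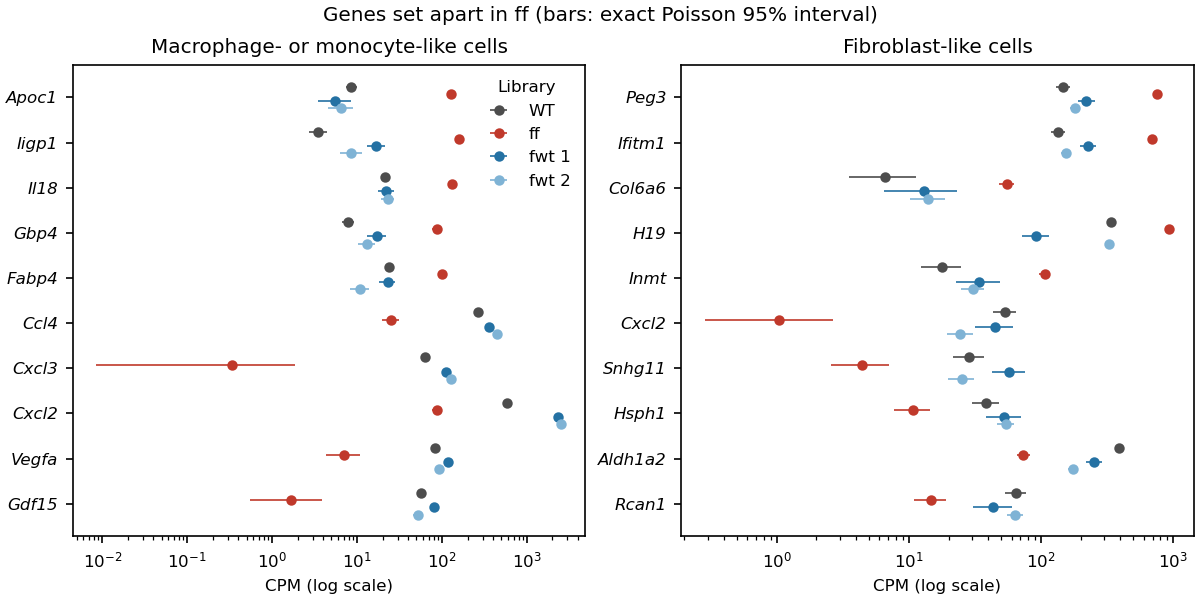
CPM (log axis) of the named genes in macrophage- or monocyte-like cells (left) and fibroblast-like cells (right), 1 point per library with exact Poisson 95% intervals. In the left panel Apoc1 lies at 127 CPM in ff and at most 8.59 CPM in the other libraries, and Cxcl2 lies at 86.3 CPM in ff and at 582 CPM or more in the others.

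Genes changed in both fwt libraries against WT were counted with the same limits. In macrophage- or monocyte-like cells there were 146, taken from 229 genes for fwt 1 alone and 486 for fwt 2 alone, while fwt 2 differed from fwt 1 in 249 genes. In fibroblast-like cells there were 203, from 556 for fwt 1 alone and 1472 for fwt 2 alone, and the fwt libraries differed from each other in 1537 genes. As both counts use the same WT library, unchanged libraries would overlap too. With the spread of the fwt pair, 100 simulations of unchanged libraries gave means of 103 genes, at most 129, in the macrophage- or monocyte-like class and of 561 genes in the fibroblast-like class. The observed 146 genes lay above the simulated range, and the observed 203 below it. The second gap decides nothing, as the fwt spread in fibroblast-like cells followed intron length and included a cluster nearly limited to fwt 2. The first excess depended on the setting. Under 10% mitochondrial UMIs the 146 became 129 and with clusters weighted equally 98, neither above the highest simulated count. A floor of 200 CPM, which tests fewer genes, gave 64. The other settings that kept both fwt libraries gave from 134 to 220 genes.

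The difference between the fwt libraries was related to gene structure. Across 4665 genes in fibroblast-like cells, log2 fwt 2 over fwt 1 rose with the total intron length of the gene (Spearman rho 0.738 across genes, which are not independent replicates). For the same genes rho was 0.751 for fwt 2 over WT, 0.0187 for fwt 1 over WT and 0.0875 for ff over WT. Within the fibroblast-like cluster that all libraries shared, rho across 4001 genes was 0.275 for fwt 2 over fwt 1, 0.312 for fwt 2 over WT, 0.0667 for fwt 1 over WT and 0.144 for ff over WT. In macrophage- or monocyte-like cells, rho across 3548 genes was 0.439 for fwt 2 over WT, 0.344 for fwt 1 over WT and 0.266 for ff over WT.

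**Figure D3:**
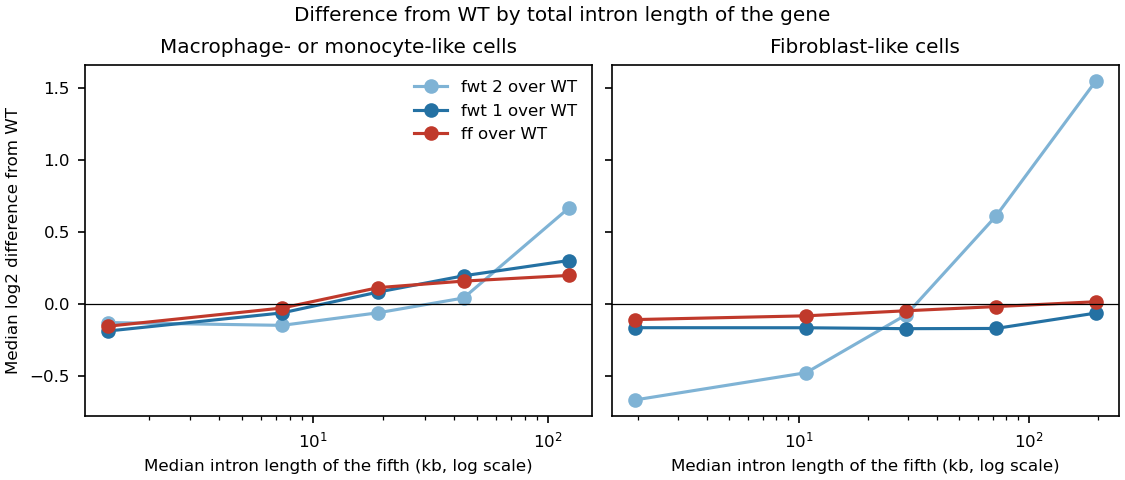
Median log2 difference from WT (vertical axis) against the median total intron length (kb, log axis) of genes sorted by intron length into 5 groups of equal size, for fwt 2, fwt 1 and ff in both compared classes. In fibroblast-like cells the fwt 2 line runs from -0.67 in the group with the shortest introns to 1.55 in the group with the longest, while the ff line runs from -0.11 to 0.02.

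Gene lists fixed beforehand were summarised by the median log2 difference and its percentile among 10000 random lists matched on expression, as a description of these libraries. In macrophage- or monocyte-like cells the immunosuppressive list (9 of 11 genes measured) had a median of -0.68 in ff over WT (percentile 0.075), -0.05 in fwt 1 over WT and -0.25 in fwt 2 over WT. The ff value shrank to -0.022 when clusters were weighted equally. The inflammatory list (8 of 10 genes) had a median of -0.20 in ff over WT (percentile 4.72), against 1.57 in fwt 1 and 1.23 in fwt 2 (percentile 100 in both). In fibroblast-like cells the myofibroblastic list (11 genes) lay below WT in the other 3 libraries, at -1.37 in ff, -2.17 in fwt 1 and -1.13 in fwt 2. Unchanged libraries gave all 3 medians on one side of WT in 39% of simulations, so this shared sign alone does not set the genotypes apart. The same holds for the immunosuppressive list (43%) and the inflammatory fibroblast list (38%), whose 3 medians also lay on one side of WT. Within the cluster that all libraries shared, the ff value of the myofibroblastic list was -0.17. The inflammatory fibroblast list (11 genes) stood at 0.59 in ff over WT (percentile 99.97), 2.36 in fwt 1 and 0.31 in fwt 2. The antigen-presenting fibroblast list (6 genes) stood at -2.16 in ff, -1.26 in fwt 1 and 0.07 in fwt 2 over WT.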

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

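The test in this part was chosen after the result was seen. The share of UMIs in droplets without a cell, which no comparison in the report uses, was higher in fwt 1 than in the WT control. Barcodes with at least 100 and under 500 UMIs held 47.0% of all fwt 1 UMIs and 28.0% of WT UMIs, in 63966 and 68069 droplets with median depths of 330 and 332 UMIs. Broken cells in fwt 1 are a candidate explanation: of its barcodes with at least 1000 UMIs, 71.4% had 20% or more mitochondrial UMIs, against 24.1% in WT. That test was open to the opposite outcome, but it rests on 1 library of each genotype, so the handling of this tumour and the genotype stay open. The ff and fwt 2 matrices had been filtered, so the share was not analysed in them. Cells lost this way reduce the number of fwt 1 cells kept, 942, and fragile types may be lost more than others.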

How the results depend on the processing

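The alternatives named here as added later were chosen after seeing the data. Of 224 alternative values of the main results, 167 stayed within their spread or within 1.5 times the main count and 57 moved, none with a change of sign that had been called. Among 795 values of further shares, parts of counts, fwt list medians and named genes, 604 stayed, 190 moved and 1 reversed. No paired analysis was possible because WT and ff have 1 library each and share no replicate numbers with fwt, and no result comes from a test. The epithelial-like comparison of genes could not be made under any alternative, since ff never reached 50 cells.

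Cell filters moved mainly shares. With at least 1000 genes the epithelial-like share was 12.0% in WT and 5.59% in fwt, the macrophage- or monocyte-like share of WT 56.8%, and the immunosuppressive list median in ff -0.28. With at least 200 genes and 500 UMIs the epithelial-like share of WT was 10.04% and the macrophage- or monocyte-like share 47.9% in WT and 34.01% in ff. Under 10% mitochondrial UMIs the epithelial-like share was 10.2% in WT and 2.93% in fwt, the fibroblast-like share of ff 45.3%, the macrophage- or monocyte-like share 58.8% in WT and 33.6% in ff, Map3k7 in WT 26.9 CPM and the immunosuppressive median -0.52. With doublets kept the epithelial-like share was 12.3% in WT and 5.99% in fwt, and the macrophage- or monocyte-like share of WT 48.9%. The cause was not tested.

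Clustering moved shares and counts. At resolution 2 the epithelial-like and macrophage- or monocyte-like shares of WT were 11.02% and 49.8%. With each library clustered on its own, the epithelial-like share was 9.87% in WT, 1.84% in ff and 7.47% in fwt, the fibroblast-like share of ff 31.8%, the macrophage- or monocyte-like share of WT 29.6%, below the 34.3% of ff, the inflammatory macrophage median 0.11, the genes set apart in ff macrophage- or monocyte-like cells 46 and those shared by fwt 220. H19 in ff fibroblast-like cells reversed to -0.0025 there, a value near 0. Thinned to 1000 UMIs, the epithelial-like share was 10.4% in WT and 1.01% in ff, the macrophage- or monocyte-like share of WT 52.1%, Map3k7 in ff 22.6 CPM, and in fibroblast-like cells 56 genes were set apart in ff and 336 shared by fwt. Of these, 19 and 123 were among the genes called without thinning. The cause was not tested. With clusters named by markers alone (added later), the epithelial-like share was 17.7% in WT, 2.14% in ff and 8.79% in fwt, the macrophage- or monocyte-like share of WT 53.0% and the immunosuppressive median -0.29, since unnamed clusters join the classes.

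Scaling and limits moved gene counts. A floor of 200 CPM, which tests fewer genes, left 30 and 12 genes set apart in ff in macrophage- or monocyte-like and fibroblast-like cells, and 64 and 97 shared by fwt. A pseudocount of 1 CPM gave 53 genes set apart in ff fibroblast-like cells. TMM scaling moved the immunosuppressive median to -0.86, and moved the median of all genes in ff over WT macrophage- or monocyte-like cells from 0.08 to -0.10. A total without mitochondrial and ribosomal RNA-overlapping genes (added later) moved that median to 0.19 and Map3k7 to 32.7 CPM in WT and 32.7 CPM in ff. Of the genes set apart in ff macrophage- or monocyte-like cells, 37.0% were higher, 28.0% under TMM scaling and 44.9% with that other total. Clusters weighted equally (added later) gave 37 genes set apart in ff macrophage- or monocyte-like cells and 119 shared by fwt in fibroblast-like cells, and medians of -0.022 for the immunosuppressive, -0.46 for the inflammatory macrophage and -0.17 for the myofibroblastic list.

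Leaving out each fwt library in turn gave 97 genes set apart in ff macrophage- or monocyte-like cells both times, and from 55 to 109 in fibroblast-like cells, where 40.4% were higher without fwt 1 and 58.2% without fwt 2, against 67.9% with both. Genes shared by fwt then rest on 1 library, and ranged from 229 to 486 in macrophage- or monocyte-like and from 556 to 1472 in fibroblast-like cells, since fewer libraries have to share the change. List medians of ff over WT use no fwt library and were not recomputed. Few cells limit the epithelial-like values of ff: 7 cells with 1 Map3k7 UMI allow no statement on gene levels in that class.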

Other observations

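Tests chosen only after the result was seen were those of intestinal tissue, of Sftpc as a sign of lung tissue, of both explanations for the few epithelial-like cells in ff, of the dissociation response, of the interferon response, and of the composition of free RNA. The others, among them those of the cluster mix in ff, were added after the data had first been seen but before their own result, except the counts for each single library, which were planned. For every pattern in ff the genotype stays open as an untested explanation, since 1 library carries it.

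The genes set apart in ff may reflect which clusters each library contributed. With clusters of a class weighted equally, 42.5% of the genes set apart in macrophage- or monocyte-like cells were still called, and 42.9% in fibroblast-like cells, where a single cluster had enough cells. The number of genes fell from 73 to 37 in the first class and was 28 both times in the second, where 12 were shared. Both shares are under the 50% set as the limit, which is consistent with a part played by the cluster mix. A single library out of line, by chance or by handling, is also open: another library set against the remaining 3 gave up to 188 genes in macrophage- or monocyte-like cells and up to 813 in fibroblast-like cells, both from fwt 2. Intronic reads counted in ff and not in WT are argued against as the whole cause in fibroblast-like cells, as rho between intron length and log2 ff over WT was 0.0875 there, against 0.751 for fwt 2 over WT. Within the shared cluster the values lay closer, at 0.144 and 0.312, so a smaller part stays open.

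Many genes apart between the fwt libraries may come from intronic reads that were counted in fwt 2 only. In fibroblast-like cells rho between intron length and log2 fwt 2 over fwt 1 was 0.738, while fwt 1 over WT gave 0.0187. Genes at least 2-fold higher in fwt 2 than in fwt 1 had a median total intron length of 135 kb, and those at least 2-fold lower 5.54 kb. Cmss1, which overlaps a ribosomal RNA-like sequence in its introns, stood at 23041 CPM in fwt 2 and at 10.1 CPM in WT, 13.2 CPM in ff and 9.06 CPM in fwt 1. The matrix header of fwt 2 names another software version than that of fwt 1, so the fwt spread may hold a processing part beside a difference between mice. A cluster with 236 of the 327 fwt 2 fibroblast-like cells and 1 cell of the others is another candidate explanation. Within the cluster that all libraries shared, rho for fwt 2 over fwt 1 fell to 0.275, which argues against that cluster as the whole cause but leaves it a part, as does the lower number of cells there. Clustering by intronic reads and a cell state found in fwt 2 were not separated. In macrophage- or monocyte-like cells rho was 0.202 for fwt 2 over fwt 1 and 0.344 for fwt 1 over WT, so intron length was related to differences there between libraries of one software version too.

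The WT library held RNA of both sexes. Xist, expressed from the inactive X chromosome of female cells, stood at 95.4 CPM in WT and at 0.234 CPM in ff, 0 CPM in fwt 1 (0 of 8058435 UMIs) and 0.0899 CPM in fwt 2. The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y together stood at 112 CPM in WT, 143 CPM in ff, 99.3 CPM in fwt 1 and 170 CPM in fwt 2. Cells with both Xist and Y-linked RNA were 0.376 times as frequent in WT as chance pairing would give, 148 observed against 394, and the ratio was 0.316 in epithelial-like, 0.254 in fibroblast-like and 0.435 in macrophage- or monocyte-like cells. This is consistent with cells of a female and a male mouse in one library. Free RNA as the whole source is argued against, since 59.6% of WT cells with Xist carried 2 or more Xist UMIs. The WT library may thus pool several mice, and the labels do not say so. No group differs by sex in the labels, and no biological explanation was tested.

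A cluster of 206 cells in fwt 2 was led by genes of absorptive intestinal cells, Apoa1, Rbp2 and Fabp2, while WT held 0 of them, ff 2 and fwt 1 4. Of the 12 listed enterocyte genes, 0 were shared with another list and 2 reached 10 CPM in WT. Apoa1 stood at 2120 CPM in all fwt 2 cells and at 0.278 CPM in WT, 15.1 CPM in ff and 35.9 CPM in fwt 1, and Fabp2 at 1624 CPM in fwt 2 and at most 34.6 CPM in the others. Their UMI share in the cluster, 8.72%, was 153 times that in all other fwt 2 cells, which argues against free RNA. Intestinal tissue in the fwt 2 sample is a candidate explanation. The listed enterocyte genes took 0.869% of UMIs in all kept fwt 2 cells, 0.0800% in fwt 1, 0.0147% in ff and 0.00947% in WT. A smaller such part in fwt 1 is therefore not excluded. An intestinal source was not tested for the unnamed cluster led by Zg16, Spink4, Mptx1 and Muc2, which held 79 WT, 1 ff, 13 fwt 1 and 84 fwt 2 cells. Cells with both Itgae and Cd8a, as in intraepithelial lymphocytes, were 11.2% of fwt 2, against 0.0550% of WT, 0.178% of ff and 1.17% of fwt 1. After thinning to 1000 UMIs, which left out 0 cells, the shares were 3.73%, 0.0220%, 0 of 1683 cells and 0.743%. In fibroblast-like cells of fwt 2, which should lack both genes, 0 of 327 carried them, which allows up to 1.12%. Their median depth was 7232 UMIs, against 4478 UMIs in all fwt 2 cells. Cells with at least 1% of their UMIs in Igha were 1.76% of fwt 2 and at most 0.341% of the others. Cells with both Itgae and Cd8a numbered 954 beside 3264 T- or NK-like cells in fwt 2, and 11 beside 35 in fwt 1. In WT they numbered 5 beside 210 and in ff 3 beside 35. Between the fwt libraries their share of all cells thus rose with the T- or NK-like share, and does not mark fwt 2 as intestinal against fwt 1. Lymphocytes of a tumour or a lymph node would also raise the T-cell share, so the source of the fwt 2 lymphocytes stays open.

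The macrophage- or monocyte-like class included a cluster led by Chil3, Atp6v0d2 and Ear2, genes known from alveolar macrophages, with 7.58% of WT, 15.4% of ff, 12.4% of fwt 1 and 1.97% of fwt 2 cells. Of the 10 listed genes, 1 was also a class marker and 8 reached 10 CPM in WT. Lung tissue in the samples is unlikely as the source. Sftpc, the surfactant gene most abundant in lung, was at most 0.117 CPM in any library. The test set beforehand, the sum of surfactant and secretoglobin genes, reached 21.8 CPM, nearly all of it Sftpd (20.6 CPM in fwt 1), and decided nothing by itself. A biological difference in this cluster between genotypes was not tested.

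The few epithelial-like cells in ff were not explained by the cell filter, and the naming did not explain the gap to WT and fwt 1. With at least 200 genes and 500 UMIs the ff share was 0.468%, and with clusters named by markers alone 2.14%, both below the 3.38% of fwt 2, the lower of the fwt pair. The second value lies above the 0.961% that fwt 2 had without its enterocyte-like cluster. With that cluster left out and naming by markers alone in all libraries, ff stood at 2.02% (interval 1.40 to 2.81). The values were then 17.7% in WT, 11.5% in fwt 1 and 3.27% in fwt 2 (2.90 to 3.67). The fwt 2 value includes 84 cells of the unnamed cluster led by Zg16, which held 1 ff cell. That cluster was not left out, so whether the naming explains the gap to fwt 2 stays open. Epithelial marker genes took 983 CPM of all ff UMIs and 2351 CPM in WT, 1937 CPM in fwt 1 and 2275 CPM in fwt 2 in barcodes with at least 500 UMIs. A loss of epithelial cells during dissociation, or before the ff matrix was filtered, could not be examined and may add to a difference between tumours.

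Lower Cxcl2, Cxcl3 and Ccl4 in ff macrophage- or monocyte-like cells depended on the clustering: with each library clustered on its own the log2 differences from WT were -0.61, -1.004 and -1.79. The pattern might reflect a weaker response to tissue dissociation. A list of 14 stress and immediate-early genes, of which 8 are also in a fixed list meant for epithelial cells and all 14 reached 10 CPM in WT, had medians in ff of -0.79 against WT, -1.66 against fwt 1 and -0.99 against fwt 2 in these cells, each at percentile 0. In fibroblast-like cells the medians were -2.24 against fwt 1 and -2.13 against fwt 2 but 0.30 against WT (percentile 98.57). The last value argues against a response weaker than in WT across the whole ff library. Against WT, a difference limited to macrophages, from handling or genotype, stays open. Against the fwt libraries the medians fell in both classes, so a weaker response in both stays open there. The list includes Hsph1, whose fall in ff fibroblast-like cells had been seen.

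Higher Iigp1 and Gbp4 in the same ff cells might belong to a wider interferon response. Free RNA of other cells could not be examined in ff and stays open too. The list of interferon genes (14 of 18 measured), which holds neither gene, shares 2 members with another list and had 8 members at 10 CPM or more in WT, had medians in ff of 0.79 against WT (percentile 100), 0.54 against fwt 2 (percentile 100) and 0.0813 against fwt 1 (percentile 61.11). A response above all 3 other libraries and a level shared with fwt 1 cannot be told apart, as the last median lies near 0. In fibroblast-like cells the medians were 0.44 against WT and 0.28 against fwt 2, but -0.37 against fwt 1 (percentile 0), so a response above all 3 other libraries was not seen in that class.

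The lower antigen-presenting list in ff fibroblast-like cells may come from free RNA of immune cells in WT. The test set beforehand put the free part at 39.3% of the MHC class II CPM in WT fibroblast-like cells, assuming that each cell carries as much free RNA as the median droplet without a cell. The second test, chosen after that value was seen, compared MHC class II genes with 7 macrophage genes, 4 of them class markers: their ratio in WT fibroblast-like cells was 1.30 times that in WT droplets without a cell, within the limit of 1.5 for a common source. Free RNA and expression in the fibroblasts cannot be told apart, because the first test rests on an assumed amount and the second on an assumed mix. In fwt 2 fibroblast-like cells the ratio of MHC class II to macrophage genes was 8.93, against 0.597 in WT, 0.710 in ff and 0.979 in fwt 1.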
